A study of Mus musculus with 12 samples.

How the data were processed

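Transcripts were measured in 12 libraries of mouse cumulus cells, 3 for each combination of genotype (ClpP KO and WT) and age (3 and 6 months). Per the labels' protocols, cDNA was made from 100 cells per sample by Smart-Seq2, libraries were built with Nextera XT, and 75 bp paired-end reads were sequenced on an Illumina HiSeq instrument. Per the submitters' processing notes, the tools were cutadapt, FastQC, TopHat2 2.0.10, Bowtie2 2.1.0, SAMtools 0.1.18 and Cufflinks 1.2.1, with the GRCm38/mm10 genome. The deposited table holds FPKM values that the authors made with these tools, per the submitters' processing notes. The gene annotation they used is not given in the sources used here. Reads and counts were not used here.

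The table held 23997 rows, of which 5190 were at 0 in all 12 libraries. Among its symbols 27 had turned into dates, 2 of them occurring more than once, and no date was assigned to a gene. No 2 of the libraries, in 66 pairs, were identical. FPKM sums ran from 627194 to 1366495, and from 625399 to 881468 without small RNA. Library depth is not stated in the table. The spacing of values under 0.2 FPKM, from 234 to 1391 genes per pair of libraries, put the relative depth at 0.64 to 1.0, with all 66 pairs within 0.1 log2 of the fit. Low values therefore carry the counting error of a few reads, and no error per value can be given without counts.

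Genes with an FPKM of at least 1 in at least 3 libraries were tested, 11196 in all. Values were analysed as log2(FPKM + 1), a pseudocount of 1, in R 4.3.3 with limma 3.58.1. The model had 4 group means over the 12 libraries (8 residual degrees of freedom, 3.9 prior degrees of freedom, eBayes with trend). The contrasts were KO against WT at 3 months, at 6 months and averaged over both, their difference (the interaction of genotype and age), and 6 against 3 months within WT and within KO. P-values are 2-sided and adjusted p-values are from limma by Benjamini and Hochberg over the 11196 genes, with a threshold of 0.05. A count adjusted over the list alone uses the members of that list as the only tests. For Clpp an exact permutation test was also run. Values are means with SD, n = 3, and log2 differences have standard errors (SE).

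Gene lists were tested with limma camera at a preset inter-gene correlation of 0.01, adjusted over the 26 lists of each contrast. Camera with an estimated correlation and fry were the alternatives. The 27 lists covered mitochondrial proteostasis and unfolded protein response, integrated stress response targets, respiratory chain genes of the nucleus, mitochondrially encoded mRNAs, the mitochondrial ribosome, mitochondrial dynamics, fatty acid oxidation, glycolysis and cholesterol synthesis. They also covered steroidogenesis, cumulus expansion and ovulation, proliferation, apoptosis and p53 targets, antioxidant defence, the interferon response, the endoplasmic reticulum unfolded protein response, cytosolic ribosomal proteins, immediate-early and dissociation stress genes, mTOR signalling and the genes next to Clpp. The rest were markers of granulosa and cumulus, luteal, oocyte, theca and stromal, blood and leukocyte, endothelial and surface epithelium cells. Of the mitochondrially encoded mRNAs 0 of 13 were in the table, so that list was not tested.

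Genes were named by a rule. It took Clpp, then up to 10 genes per direction with the largest change among those with an adjusted p under 0.05 and non-overlapping groups, filled to 5 per direction by smallest unadjusted p and then said not to pass. Predicted and clone-named genes were passed over, and results for some genes that the rule names are not reported here. It also took up to 4 members of each list by smallest unadjusted p, and for cell-type and stress lists up to 3 members by highest mean FPKM. Groups, contrasts, lists, the naming rule and most alternatives were fixed before the data were examined. Coordinates are from GENCODE M21 on GRCm38, where 341 of 345 names looked up were matched. Correlations of effects across genes were set against 1000 simulations of unchanged groups sharing the same libraries. Libraries and figures were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

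The labels number the libraries 1 to 3 in each group but do not say that a number marks a shared animal, litter or day. Deviations of same-numbered libraries from their group means correlated at 0.16, 0.37 and 0.47 for KO against WT at 6 months and at 0.11, 0.39 and 0.65 for 6 against 3 months in KO, so the numbers were taken as pairing there, from the data alone. Library 3 was the best match of library 3 in both, but libraries 1 and 2 of one group each matched the other number best. In both comparisons library 3 of each group was high in other-cell markers. That alone can give positive correlations of deviations, so the correlations cannot tell pairing from shared cell content, and the pairing is uncertain. The alternatives chosen in advance were pseudocounts of 0.1 and 5, no filter and a filter at 5 FPKM, median-ratio size factors, quantile normalization, rescaling to a common sum (TPM), eBayes without trend, library quality weights, a replicate block, the 6 libraries compared alone, and leaving out each library in turn. Chosen after seeing the data were leaving out 3 libraries high in other-cell markers, an other-cell marker score as a covariate, leaving out small RNA, a block by number within genotype, and leave-one-out for the lists.

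The fits were tested on simulated data with 11196 genes, 200 of them changed, and independent normal noise. Genes changed 4-fold were recovered at 56% for KO against WT at 3 months, 50% at 6 months, 82% over both ages and 18% in the interaction, and at 48% and 52% for age in WT and KO. At 32-fold recovery was 94% to 100%, and at 2-fold 0% to 22%. False calls were 4 to 10 per comparison among 83 to 155 calls. The adjusted threshold is stricter when few genes are called, and the data gave 1 to 3 calls per comparison. These shares therefore overstate the recovery to be expected in the data.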

Results

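RNA was sequenced from cumulus cells, the granulosa-lineage cells that surround the oocyte, of female C57BL/6J mice lacking ClpP (KO) and of wild-type females (WT). ClpP is the proteolytic subunit of the ClpXP protease of the mitochondrial matrix. Mice were 3 or 6 months old, and each of the 4 groups held 3 libraries, numbered 1 to 3 by the labels. Each library was made from 100 cumulus cells of a single mouse that had received 5 IU of pregnant mare serum gonadotropin, which stimulates follicle growth. Collection followed 44 h later by the treatment protocol and 48 h later by the series description. The comparisons ask how loss of ClpP and age alter cumulus cell transcripts, in a study whose title names reproductive aging.

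Between 9335 and 10861 genes per library reached 1 FPKM, and 11196 genes were tested. The spacing of low FPKM values put library depth at 0.64 to 1.0 of the deepest library. Precursor microRNA and other small RNA entries held 37.45% of the FPKM sum in 6-month KO library 3, 31.96% in 3-month KO library 3 and 25.67% in 3-month WT library 1. A single entry held most of that share in each library. Mir3084 held 37.25% of the FPKM sum in 6-month KO library 3. Mir7686 held 31.54% in 3-month KO library 3 and 21.88% in 3-month WT library 1. The share of all small RNA entries was 6.81% or less in the other 9. Correlation of log2 values between libraries ran from 0.799 to 0.977.

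The granulosa marker Inha, which encodes the inhibin alpha subunit, lay between 2419 and 6334 FPKM in all 12 libraries. Markers of other ovarian cells were uneven. The theca enzyme Cyp17a1 reached 932 FPKM in 3-month KO library 3 and 1062 in 6-month KO library 3, against 0.197 to 119 in the other 10. Lyz2, a macrophage lysozyme, stood at 64.2 in 3-month KO library 3, 151 in 6-month WT library 3 and 397 in 6-month KO library 3, and at 18.7 or less in the other 9. The hemoglobin transcript Hbb-b1 stood at 448, 379 and 745 FPKM in library 3 of the 3-month WT, 3-month KO and 6-month WT groups. H1foo, an oocyte linker histone, stood at 124 FPKM in 6-month KO library 3 and 15.7 in 3-month KO library 3, against 1.82 or less elsewhere. A score averaging theca and stromal, blood and leukocyte, and endothelial markers was 2.34, 2.09 and 3 log2 units in library 3 of the 3-month KO, 6-month WT and 6-month KO groups. It was -1.85 to 0.577 in the other 9 libraries. Counts without these 3 libraries stand beside each comparison.

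**Figure D1:**
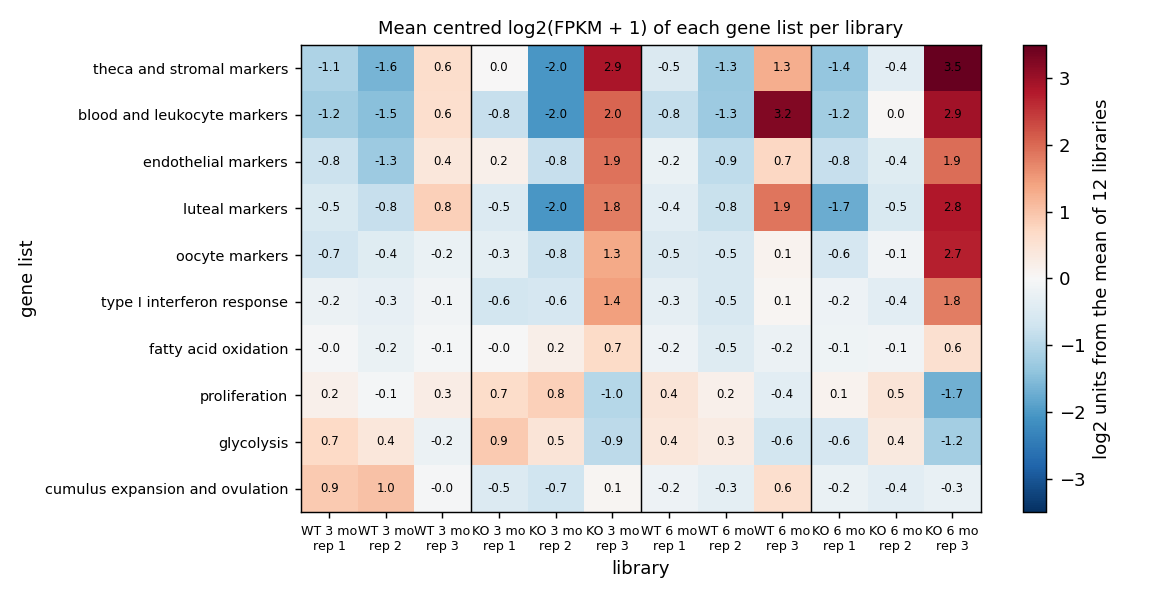
Mean centred log2(FPKM + 1) of 10 gene lists (rows) in each of the 12 libraries (columns), with colour and printed value in log2 units from the mean of all libraries. Theca and stromal markers stand at 2.87 in 3-month KO library 3 and 3.48 in 6-month KO library 3, and cumulus expansion and ovulation genes at 0.922, 1.03 and -0.043 in 3-month WT libraries 1, 2 and 3 and at -0.467, -0.685 and 0.0786 in 3-month KO libraries 1, 2 and 3.

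Clpp (chromosome 17, 56990305 to 56996188, plus strand, GRCm38), the targeted gene, was lower in every KO library than in any WT library. At 3 months Clpp stood at 88.2, 130 and 146 FPKM in WT libraries 1, 2 and 3 (mean 121 ± 29.9, SD, n = 3) and at 6.63, 1.1 and 2.07 in KO (3.27 ± 2.95, n = 3). At 6 months Clpp stood at 129, 124 and 114 FPKM in WT (122 ± 7.59, n = 3) and at 1.63, 0.769 and 6.32 in KO (2.91 ± 2.98, n = 3). KO levels were 2.69% and 2.38% of WT. The exact 2-sided permutation test gave p = 0.1 at each age, the smallest that 3 against 3 libraries allow. In limma Clpp fell by 5.03 (SE 0.54, adjusted p = 0.00872) on the log2(FPKM + 1) scale at 3 months and by 5.25 (SE 0.54, adjusted p = 0.00279) at 6 months. At 3 months it did not pass with a pseudocount of 0.1, without the filter on low values or with the 6 libraries alone. Nor did it pass with the replicate block (adjusted p = 0.132). Clpp was also not called without WT library 2, KO library 2 or KO library 3 (log2 differences -4.97, -4.63 and -4.9). The adjusted p over all alternatives spanned 0.000477 to 0.132. At 6 months it did not pass with the 6 libraries alone, and the adjusted p spanned 1.46e-07 to 0.0689.

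**Figure D2:**
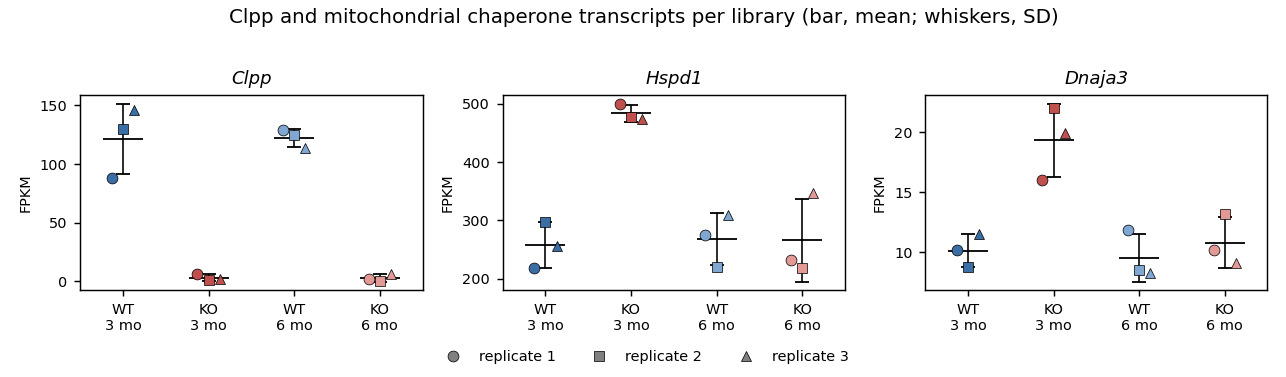
FPKM (vertical axis) of Clpp, Hspd1 and Dnaja3 in each library by group (horizontal axis), with symbols for replicate number, bars for the group mean and whiskers for the SD, n = 3. Clpp lies at 88.2 FPKM or above in the 6 WT libraries and at 6.63 or below in the 6 KO libraries, and Hspd1 averages 484 FPKM in 3-month KO libraries and 258 in 3-month WT libraries.

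In 3-month KO cumulus cells Clpp was the only gene of 11196 that changed at an adjusted p under 0.05. The other genes named here did not pass. Tnfaip6, which cross-links hyaluronan in the expanding cumulus matrix, averaged 33 ± 21.4 FPKM (SD, n = 3) in WT and 1.02 ± 0.895 in KO (log2 difference -3.87, SE 0.68, adjusted p = 0.371). Has2, the hyaluronan synthase of that matrix, stood at 23.1, 2.06 and 2.08 FPKM in WT libraries and at 0, 0 and 0.0157 in KO. Nupr1, a stress-induced chromatin regulator, averaged 2499 ± 1224 FPKM in WT and 168 ± 48.6 in KO (log2 difference -3.79, SE 0.69, adjusted p = 0.397). Mcat, an enzyme of mitochondrial fatty acid synthesis, averaged 4.73 ± 1.97 FPKM in WT and 18.2 ± 1.95 in KO (log2 difference 1.81, SE 0.35, adjusted p = 0.404). The sulfotransferase gene Sult5a1 averaged 0.951 ± 1.58 in WT and 7.59 ± 0.947 in KO, and the serotonin receptor gene Htr1d 5.06 ± 1.98 in WT and 0.157 ± 0.272 in KO. The thymosin gene Tmsb15l averaged 138 ± 22.9 in WT and 45.7 ± 3.4 in KO. The mitochondrial protein gene Gbas, the ubiquitin ligase adaptor gene Dcaf4 and the intercellular bridge gene Tex14 averaged 12.3, 9.85 and 2.38 FPKM in WT and 30.3, 23.1 and 8 in KO. At an unadjusted p under 0.05 there were 761 genes, where chance gives 560. Values of KO and WT did not overlap for 1146 genes, or 10.2%, where chance gives 10%.

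Of the 26 fixed lists tested at 3 months, camera with its preset correlation called 4 lower and 4 higher in KO. It called none with an estimated correlation (smallest adjusted p = 0.454), and neither did fry (smallest 0.278). The cumulus expansion and ovulation list was called lower (median log2 difference -0.78, adjusted p = 0.00042; adjusted p = 0.454 with an estimated correlation). Of its 15 measured members 10 lay below 0 and none passed over all genes, and 3, Tnfaip6, Has2 and Ptger2, passed when adjusted over the list alone. Ptger2, a prostaglandin E2 receptor gene, stood at 2.83, 1.17 and 0.919 FPKM in WT and was listed at 0 in all KO libraries. The EGF-like ligand gene Btc averaged 8.16 ± 6.55 FPKM in WT and 1.01 ± 0.986 in KO. The list's median was -0.504 without WT library 2 and still called. Integrated stress response targets were called lower (median -0.21, 21 of 34 members below 0, adjusted p = 0.0351; adjusted p = 0.988 with an estimated correlation). None passed over all genes, and Nupr1 and Eif4ebp1 passed when adjusted over the list alone. Eif4ebp1, a repressor of translation initiation, averaged 837 ± 313 FPKM in WT and 355 ± 50.9 in KO, and Cebpg, a bZIP transcription factor, 17.3 ± 8.55 and 6.34 ± 2.7. That call was lost without WT library 1 (median 0.165), WT library 2 (-0.296), KO library 1 (-0.179) or KO library 3 (-0.29). The median was -0.526 without WT library 3 and -0.389 without KO library 2. The endoplasmic reticulum unfolded protein response list was called lower (median -0.4, 23 of 25 members below 0, adjusted p = 0.000525; adjusted p = 0.798 with an estimated correlation). Its transcription factor gene Xbp1 averaged 424 ± 268 FPKM in WT and 161 ± 38.6 in KO, and the stress kinase gene Eif2ak3, which encodes PERK, 3.04 ± 1.33 and 1.04 ± 0.7. Without KO library 3 (median -0.216) it was not called, and its median was -0.724 without KO library 2. The nuclear-encoded respiratory chain list was called lower (median -0.18, 61 of 76 members below 0, adjusted p = 0.00361; adjusted p = 0.988 with an estimated correlation). The complex I gene Ndufs4 averaged 496 ± 95.6 FPKM in WT and 318 ± 37.5 in KO, and the complex III gene Uqcrq 1970 ± 280 and 1423 ± 142. This call was lost without WT library 2 (median -0.0581) or WT library 3 (-0.11), and the median was -0.426 without WT library 1. No member of the endoplasmic reticulum or respiratory chain list passed over all genes or adjusted over the list alone.

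Fatty acid oxidation genes were called higher in 3-month KO (median 0.42, 19 of 21 members above 0, adjusted p = 0.000688; adjusted p = 0.798 with an estimated correlation). Cpt2, the inner-membrane carnitine palmitoyltransferase, averaged 17.1 ± 3.27 FPKM in WT and 34.6 ± 4.94 in KO (log2 difference 0.99, SE 0.27, adjusted p = 0.664). The dehydrogenase genes Acads and Hadh averaged 8.71 ± 4 and 116 ± 17.3 in WT and 16.7 ± 1.81 and 162 ± 10.1 in KO. The list's score was 0.671 in KO library 3, where other-cell markers were high, and without that library the median was 0.152 and the call was lost. The mitochondrial proteostasis list, which holds Clpp itself, was called higher (median 0.31, mean 0.11, 22 of 30 members above 0, adjusted p = 0.0343; adjusted p = 0.798 with an estimated correlation). Clpp alone passed over all genes, and Clpp and Hspd1 passed when adjusted over the list alone. Hspd1, the matrix chaperonin HSP60, averaged 258 ± 39.3 FPKM in WT and 484 ± 14.3 in KO (log2 difference 0.92, SE 0.24, adjusted p = 0.628). The co-chaperone gene Dnaja3 averaged 10.1 ± 1.38 and 19.3 ± 3.03, and the inner-membrane protease gene Afg3l2 8.19 ± 0.71 and 13.9 ± 3.27. The proteostasis call was lost without WT library 3 (median 0.252), KO library 1 (0.333) or KO library 2 (0.21). Immediate-early and dissociation stress genes were called higher (median 0.79, 21 of 26 members above 0, adjusted p = 0.00317; adjusted p = 0.798 with an estimated correlation). The AP-1 subunit genes Jun and Fos averaged 54.2 ± 26.2 and 261 ± 319 FPKM in WT and 171 ± 84.2 and 1252 ± 1168 in KO. Klf2, a transcription factor gene, averaged 33.4 ± 36.9 in WT and 105 ± 20.7 in KO, while the survival gene Ier3 averaged 391 ± 361 and 82.4 ± 64.2. That call was lost without KO library 2 (median 0.436), and the median was 0.521 without WT library 1. Endothelial markers were called higher on 5 members (median 0.92, adjusted p = 0.0354; adjusted p = 0.947 with an estimated correlation), with Egfl7 at 6.33 ± 3.39 FPKM in WT and 16.1 ± 7.29 in KO. Their call was lost without WT library 1 (median 0.865), WT library 2 (0.636), KO library 1 (1.04) or KO library 3 (0.0789), and the median was 1.49 without WT library 3 and 1.63 without KO library 2. No fatty acid oxidation, immediate-early or endothelial member passed over all genes or adjusted over the list alone.

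At 3 months no gene was called by limma without WT library 2, KO library 2 or KO library 3. Without WT library 3 the count was 10, with Tnfaip6, Sult5a1 and Klf2 among them. Without the 3 libraries high in other-cell markers 1 gene and 7 lists were called, the fatty acid oxidation, endoplasmic reticulum, integrated stress response and endothelial lists not among them. The genes next to Clpp on chromosome 17 had a median of 0.08 over 8 members (adjusted p = 0.869), and the smallest adjusted p of the 18 uncalled lists was 0.227.

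**Figure D3:**
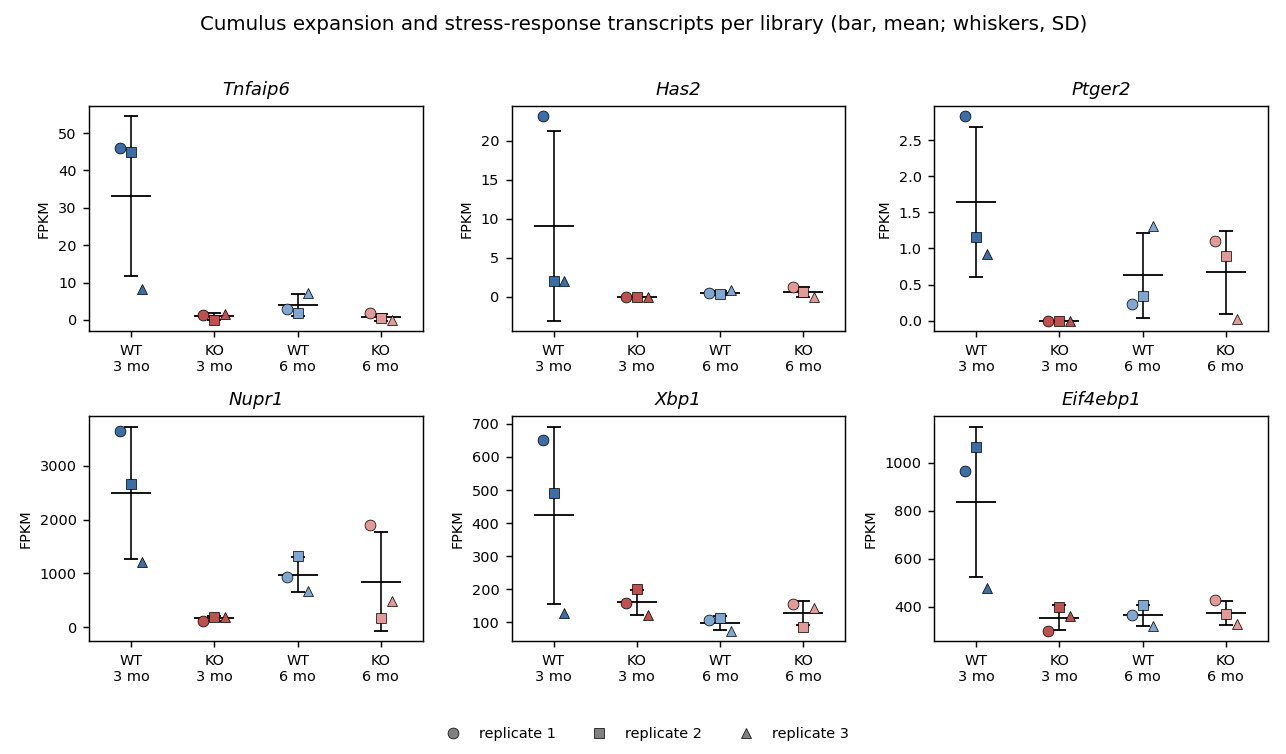
FPKM (vertical axis) of Tnfaip6, Has2, Ptger2, Nupr1, Xbp1 and Eif4ebp1 in each library by group (horizontal axis), with symbols for replicate number, bars for the mean and whiskers for the SD, n = 3. Tnfaip6 lies at 45.9, 44.9 and 8.36 FPKM in 3-month WT libraries 1, 2 and 3 and at 1.66 or below in 3-month KO libraries.

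In 6-month KO cumulus cells limma called 3 genes of 11196. Clpp and the small nucleolar RNA entry Snora65 were lower, and the small nucleolar RNA entry Snora15 was higher. Snora65 (chromosome 2, 32963291 to 32963420), which lies inside the ribosomal protein gene Rpl12, was listed at 26.2, 23.2 and 50.5 FPKM in WT and at 0 in all 3 KO libraries (adjusted p = 0.000592). Snora15 (chromosome 5, 129794546 to 129794676) was listed at 0 in all 3 WT libraries and at 27.1, 28.4 and 56.6 FPKM in KO (adjusted p = 0.0356). Annotated lengths are 130 and 131 bp, at which FPKM depends strongly on the assumed fragment length. Reads were not examined, so these values cannot tell the small nucleolar RNA itself from reads of an overlapping transcript such as Rpl12. The same limit holds for small nucleolar RNA entries in the other comparisons. The Snora15 call was lost without any 1 of the 6 libraries (adjusted p 0.101 to 0.279) and with the replicate block (adjusted p = 0.107). It was also lost with a pseudocount of 0.1 (adjusted p = 0.268), without the filter on low values (0.172), with the filter at 5 FPKM (0.0619) and without the 3 libraries high in other-cell markers (0.771), over a range of 2.77e-05 to 0.771 for all alternatives. The next genes did not pass. The metalloproteinase inhibitor gene Timp4 averaged 4.95 ± 1.4 FPKM (SD, n = 3) in WT and 0.354 ± 0.307 in KO (log2 difference -2.13, SE 0.46, adjusted p = 1). The potassium channel gene Kcnk1 averaged 7.81 ± 2.71 and 2.56 ± 1.01, and the integrin-repeat protein gene Itfg3 8.32 ± 1.59 and 19.3 ± 2.51. The Golgi zinc finger gene Zfpl1, the retinoic acid-induced gene Rai2 and the rhomboid family gene Rhbdd3 averaged 27.7, 0.88 and 3.1 FPKM in WT and 56.2, 3.23 and 8.08 in KO. At an unadjusted p under 0.05 there were 137 genes, where chance gives 560, and values did not overlap for 6.8% of genes, where chance gives 10%.

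Camera with its preset correlation called 5 lists higher and 6 lower in 6-month KO. It called none with an estimated correlation (smallest adjusted p = 0.596), and neither did fry (smallest 0.885). Immediate-early and dissociation stress genes were called lower (median -0.64, 21 of 26 members below 0, adjusted p = 1.73e-05; adjusted p = 0.596 with an estimated correlation). No member passed over all genes, and Klf4 passed when adjusted over the list alone. Klf4, a zinc finger transcription factor, averaged 27.6 ± 13.3 FPKM in WT and 5.18 ± 1.03 in KO, and its relative Klf6 87.3 ± 7.03 and 34 ± 8.38. The transcription factor genes Egr2 and Fosb averaged 8.16 ± 2.09 and 128 ± 56.6 in WT and 3.34 ± 2.09 and 57 ± 22.5 in KO. The median was -0.35 without WT library 1 and still called. Cholesterol synthesis genes were called lower (median -0.33, 23 of 24 members below 0, adjusted p = 0.000421; adjusted p = 0.73 with an estimated correlation). Stard4, a sterol transfer protein, averaged 12.5 ± 0.81 FPKM in WT and 5.54 ± 1.16 in KO. The sterol sensor gene Insig1 averaged 26.3 ± 8.35 and 16.6 ± 1.97. The cholesterol list's score was -1.05, -0.49 and 0.831 in KO libraries 1, 2 and 3. Its call was lost without KO library 1 (median 0.124) or KO library 2 (-0.225), and its median was -0.852 without KO library 3. Surface epithelium markers were called lower on 9 members (median -1.01, adjusted p = 0.000617; adjusted p = 0.73 with an estimated correlation). The uroplakin gene Upk1b stood at 17.6, 0 and 18.8 FPKM in WT and 0, 0.224 and 0.0945 in KO, and passed over all genes only without WT library 2 (log2 difference -4.12). The keratin gene Krt19 stood at 7.22, 0 and 11.1 FPKM in WT and 0.0996, 0.252 and 2.48 in KO. Their call was lost without WT library 1 (median -0.529), KO library 1 (-0.428) or KO library 2 (-0.425). It was kept at medians of -2.23, -0.612 and -2.01 without WT library 2, WT library 3 and KO library 3. No cholesterol synthesis or surface epithelium member passed over all genes or adjusted over the list alone.

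Fatty acid oxidation genes were called higher in 6-month KO (median 0.39, 20 of 21 members above 0, adjusted p = 5.19e-05; adjusted p = 0.73 with an estimated correlation). The trifunctional protein gene Hadhb stood at 84.4, 89.8 and 361 FPKM in KO libraries 1, 2 and 3 and averaged 65.1 ± 12.8 in WT, and Cpt2 averaged 17.6 ± 3.71 in KO and 12.3 ± 2.59 in WT. Proliferation genes were called lower (median -0.45, 32 of 36 members below 0, adjusted p = 3.67e-05; adjusted p = 0.78 with an estimated correlation), with the mitotic gene Birc5 at 306, 403 and 75.2 FPKM in KO and 364 ± 23 in WT. Glycolysis genes were called lower (median -0.52, 19 of 20 members below 0, adjusted p = 0.000421; adjusted p = 0.73 with an estimated correlation), with the hexokinase gene Hk2 at 4.04 ± 2.04 FPKM in KO and 7.18 ± 0.21 in WT. Oocyte markers were called higher (median 1.08, 13 of 15 members above 0, adjusted p = 0.000213; adjusted p = 0.73 with an estimated correlation). Type I interferon response genes were called higher (median 0.59, 19 of 21 members above 0, adjusted p = 0.000213; adjusted p = 0.73 with an estimated correlation), with Irf7, an interferon regulatory factor, at 1.46, 2.88 and 13.5 FPKM in KO and 1.06 ± 0.224 in WT. Antioxidant genes were called higher (median 0.29, 24 of 32 members above 0, adjusted p = 0.0118; adjusted p = 0.73 with an estimated correlation), with the peroxiredoxin gene Prdx5 at 130, 135 and 261 FPKM in KO and 105 ± 13.3 in WT. Without KO library 3, which was high in other-cell markers, all 6 of these calls were lost, with medians of 0.0936, 0.153, -0.126, -0.0609, 0.0818 and -0.0251 in the order given. The glycolysis call was also lost without WT library 1 (median -0.422), and the antioxidant call without WT library 1 (0.372) or WT library 2 (0.156). Glycolysis had medians of -0.863 and -0.918 without WT library 3 and KO library 2, oocyte markers 1.86 without KO library 1, and proliferation and interferon genes -0.737 and 0.947 without KO library 2.

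Integrated stress response targets were called higher in 6-month KO (median 0.24, 26 of 34 members above 0, adjusted p = 0.0261; adjusted p = 0.78 with an estimated correlation). Cebpb, a bZIP transcription factor, averaged 73.8 ± 41 FPKM in WT and 160 ± 54.4 in KO, and Cth, a cysteine synthesis enzyme, 6.07 ± 2.05 and 26 ± 25.7. That call was lost with the replicate block (adjusted p = 0.0557, in a range of 0.00179 to 0.885 over all alternatives), without WT library 3 (median -0.000235) and without KO library 3 (0.204), and the median was 0.44 without WT library 1. Cytosolic ribosomal protein genes were called lower (median -0.1, 62 of 76 members below 0, adjusted p = 0.00826; adjusted p = 0.78 with an estimated correlation), with Rpl7a at 698 ± 27.6 FPKM in WT and 583 ± 22.5 in KO. The ribosomal call was lost without WT library 3 (median 0.0211), KO library 1 (-0.0357) or KO library 2 (-0.0624), and the median was -0.156 without WT library 1 and -0.18 without KO library 3. None of the members of these 8 lists passed over all genes or adjusted over the list alone. Without the 3 libraries high in other-cell markers 2 genes (Clpp and Snora65) and 10 lists were called, the proliferation, oocyte, interferon, antioxidant and integrated stress response lists not among them. The list count was 7 without KO library 3, and the 15 uncalled lists had adjusted p of 0.0625 or above.

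Averaged over both ages, Clpp and Snora65 were called lower in KO than in WT. The log2 difference of Clpp was -5.14 (SE 0.38, adjusted p = 0.000157). Snora65 overlapped between genotypes, with 3-month KO libraries listed at 15.9, 22.3 and 48.4 FPKM (adjusted p = 0.0232, 0.000443 to 0.597 over all alternatives). Its call was lost without any 1 of 8 libraries, namely 3-month WT library 1 or 2, 3-month KO library 2, any 6-month WT library, or 6-month KO library 2 or 3 (adjusted p 0.0539, 0.133, 0.109, 0.0812, 0.0552, 0.0728, 0.094 and 0.0578), which left 1 gene each. It was also lost with a pseudocount of 5 (adjusted p = 0.597) and without the filter on low values (0.119). The replicate block ended it as well (adjusted p = 0.0625). The other genes named did not pass. Tnfaip6 (log2 difference -2.7, SE 0.48, adjusted p = 0.318) averaged 4.02 ± 2.83 FPKM in 6-month WT libraries and 0.734 ± 0.932 in 6-month KO libraries. Nupr1 had a log2 difference of -2.28 (SE 0.49), and Jmjd1c, a histone demethylase family gene, one of -0.92 (SE 0.21). Differences above 0 were those of Sult5a1 (1.62, SE 0.33), Mcat (1.22, SE 0.25) and Itfg3 (1.03, SE 0.23). The gene count was 6 without 3-month WT library 3, with Sult5a1 (1.93) and Tnfaip6 (-3.08) among them, 4 without 6-month KO library 1, with Nupr1 (-2.73) among them, and 3 without 3-month KO library 1. Unadjusted p lay under 0.05 for 667 genes, where chance gives 560.

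Camera called 10 lists over both ages with the preset correlation. With an estimated one it called none (smallest adjusted p = 0.626), and neither did fry (smallest 0.409). Fatty acid oxidation genes were called higher (median 0.35, 20 of 21 members above 0, adjusted p = 8.74e-06; adjusted p = 0.745 with an estimated correlation). Log2 differences were 0.73 (SE 0.19) for Cpt2, 0.8 (SE 0.27) for Acads and 0.43 (SE 0.16) for Hadh, and the median was 0.227 without 6-month KO library 3 and still called. Mitochondrial proteostasis genes were called higher (median 0.24, mean 0.04, 22 of 30 members above 0, adjusted p = 0.0248; adjusted p = 0.903 with an estimated correlation). The rhomboid protease gene Parl had a log2 difference of 0.7 (SE 0.2), Afg3l2 of 0.57 (SE 0.19) and Dnaja3 of 0.51 (SE 0.19). The proteostasis call was lost without 3-month WT library 3, 3-month KO library 1 or 2, or 6-month KO library 1, with medians of 0.219, 0.246, 0.179 and 0.246. Cumulus expansion and ovulation genes were called lower (median -0.52, 12 of 15 members below 0, adjusted p = 0.000526; adjusted p = 0.626 with an estimated correlation), whichever of the 12 libraries was left out. The endoplasmic reticulum list was called lower (median -0.33, 23 of 25 members below 0, adjusted p = 0.000526; adjusted p = 0.984 with an estimated correlation), with Eif2ak3 at -0.54 (SE 0.27). Its call was lost without 3-month KO library 3 (median -0.171), and its median was -0.196 without 3-month WT library 1. Clpp alone passed over all genes in these lists, and Clpp, Tnfaip6 and, in the uncalled integrated stress response list, Nupr1 passed when adjusted over the list alone.

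Oocyte (median 0.8, 12 of 15 members above 0, adjusted p = 0.00965), interferon (0.51, 17 of 21, 0.00965) and endothelial (0.76, 5 of 5, 0.0436) lists were called higher over both ages, each with adjusted p = 0.984 with an estimated correlation. Glycolysis (-0.37, 18 of 20 members below 0, with the kinase gene Pgk1 at -0.81, SE 0.43), proliferation (-0.3, 27 of 36, with the replication clamp gene Pcna at -0.48, SE 0.29) and ribosomal protein (-0.07, 64 of 76) lists were called lower, each with adjusted p = 0.984 with an estimated correlation. No member passed over all genes or adjusted over the list alone. Without 3-month KO library 3 or 6-month KO library 3, both high in other-cell markers, the calls were lost for oocyte (medians 0.528 and 0.268), interferon (0.254 and 0.165), endothelial (0.318 and 0.22), glycolysis (-0.105 and -0.222) and proliferation genes (0.00848 and 0.0765). The ribosomal call was lost without 3-month WT library 2 (median 0.0431), 3-month KO library 1 (-0.0532) or 3 (-0.0821), 6-month WT library 3 (-0.0188), or 6-month KO library 1 (-0.0532) or 2 (-0.0694). Glycolysis was also not called without WT library 1 or 2 of either age (medians -0.274, -0.336, -0.278 and -0.282) or 6-month KO library 1 (-0.364), and proliferation not without 3-month WT library 1 or 3 or 6-month WT library 1 or 2 (-0.309, -0.286, -0.226 and -0.279). Endothelial markers were also not called without WT library 1 or 2 of either age (0.795, 0.571, 0.654 and 0.654) or 3-month KO library 1 (0.804). Calls were kept at -0.589 and -0.575 for glycolysis without 3-month KO library 1 and 6-month KO library 2, -0.477 for proliferation without 6-month KO library 2, 1.22 for oocyte markers without 6-month KO library 1 and 0.789 for interferon genes without 3-month KO library 2. The ribosomal call was kept at -0.203 and -0.12 without 3-month WT library 1 and 6-month KO library 3. Without the 3 libraries high in other-cell markers none of these 6 lists and not the endoplasmic reticulum list (median -0.111) kept its call, proliferation was called higher (median 0.239), and 2 genes and 8 lists were called. The count was 4 lists without 3-month KO library 3, and of the 16 uncalled lists the smallest adjusted p was 0.0819.

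The test of whether the genotype difference changed with age called a single gene, Snora65, listed at 0 in the 6-month KO libraries alone (adjusted p = 0.0131, 0.000191 to 0.518 over all alternatives). Its call was lost without 3-month WT library 1 or 2, 3-month KO library 2, 6-month WT library 1 or 6-month KO library 2 (adjusted p 0.0756, 0.0559, 0.0536, 0.053 and 0.0589), and with a pseudocount of 5 (0.518) or without the filter on low values (0.0817). Klf2 averaged 33.4 and 105 FPKM in 3-month WT and KO and 75.7 and 34.3 in 6-month WT and KO, an interaction of -3.27 (SE 0.83, adjusted p = 1). It passed without 3-month WT library 3 (interaction -4.13), where the count was 4 genes. Fos (-3.73, SE 1.23), Jun (-2.23, SE 0.75), Kcnk1 (-2.57, SE 0.56), Zbtb46 (-1.87, SE 0.47) and the small GTPase gene Arl4d (-2.19, SE 0.58) had interactions below 0. Htr1d (2.91, SE 0.55), Nupr1 (3.01, SE 0.97), Cebpb (2, SE 0.61), the organelle transport gene Mreg (2.33, SE 0.62) and the ubiquitin ligase gene Rnf25 (1.9, SE 0.49) had interactions above 0. None of these 10 passed. The count was 2 genes without 3-month KO library 1, 6-month WT library 2 or 6-month KO library 1, and unadjusted p lay under 0.05 for 224 genes, where chance gives 560.

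Camera called 8 lists in this test with the preset correlation. It called none with an estimated correlation (smallest adjusted p = 0.158), and neither did fry (smallest 0.697). Immediate-early genes had the smallest p (median -1.43, 22 of 26 members below 0, adjusted p = 1.59e-09; adjusted p = 0.158 with an estimated correlation) and were called whichever of the 12 libraries was left out. Their genotype median was 0.79 at 3 months and -0.64 at 6 months. The respiratory chain (median 0.29, 68 of 76 members above 0, with Uqcrq at 0.61, SE 0.34), integrated stress response (0.34, 29 of 34) and endoplasmic reticulum (0.28, 19 of 25) lists were called above 0, each with adjusted p = 0.908 with an estimated correlation. Cumulus expansion genes were called above 0 (0.99, 10 of 15; adjusted p = 0.786 with an estimated correlation). Proliferation (median -0.54, 31 of 36 members below 0), surface epithelium (-0.88, 7 of 9) and cholesterol synthesis (-0.27, 18 of 24) lists were called below 0, each with adjusted p = 0.908 with an estimated correlation. No member of the 8 lists passed over all genes or adjusted over the list alone. The respiratory chain call was lost without 3-month WT library 2 (median 0.134). It was kept without 3-month WT library 1 (0.538), 6-month WT library 1, 2 or 3 (0.189, 0.186 and 0.441) and 6-month KO library 1 or 3 (0.441 and 0.169). The integrated stress response call was lost without 3-month WT library 1 (0.0983) or 6-month WT library 3 (0.181), and kept without 3-month WT library 3 (0.799), 3-month KO library 2 (0.547) or 6-month WT library 1 (0.64). Cumulus expansion genes were not called without 3-month WT library 2 (1.13) or 3-month KO library 2 (1.02). The proliferation call was lost without 3-month KO library 1 (-0.28) or 2 (-0.177), 6-month WT library 1 (-0.355) or 6-month KO library 3 (0.207). It was kept without 3-month WT library 2 (-0.359), 3-month KO library 3 (-1.1) or 6-month KO library 2 (-0.895). Surface epithelium markers were not called without 3-month WT library 1 (-0.899) or 3 (-1.62), 3-month KO library 3 (-0.629), 6-month WT library 1 (-0.118) or 3 (-0.336), or 6-month KO library 1 (0.0268) or 2 (-0.28). They were called without 3-month KO library 1 (-1.68), 6-month WT library 2 (-2.41) or 6-month KO library 3 (-2.05). Cholesterol synthesis genes were not called without 3-month WT library 3 (-0.268), 3-month KO library 1 (0.053), 6-month WT library 2 (-0.355) or 3 (-0.253), or 6-month KO library 1 (0.209) or 2 (-0.284). They were called without 3-month KO library 2 (-0.579) or 3 (-0.436) or 6-month KO library 3 (-0.805). The endoplasmic reticulum call was lost without 3-month WT library 1 (0.194) or 2 (0.202), 3-month KO library 3 (-0.0464), 6-month WT library 1 (0.217), 2 (0.267) or 3 (0.28), or 6-month KO library 1 (0.03) or 2 (0.165). It was kept without 3-month KO library 2 (0.561) or 6-month KO library 3 (0.547). Without the 3 libraries high in other-cell markers 1 gene and 11 lists were called, the integrated stress response and endoplasmic reticulum lists not among them. The list count was 5 without 6-month WT library 1, and of the 18 uncalled lists the smallest adjusted p was 0.101.

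In WT cumulus cells limma called 1 gene of 11196 between 3 and 6 months. Rows listed at 0 numbered 10711, 12121 and 9318 in 3-month WT libraries and 9231, 9018 and 9561 in 6-month WT libraries. In KO they numbered 11756, 10722 and 9470 at 3 months and 9176, 9380 and 8752 at 6 months. Most 3-month libraries thus had more rows at 0, and a difference in preparation or sequencing was not told apart from age in either genotype. The genes named here did not pass (adjusted p = 0.664 each). The estrogen sulfotransferase gene Sult1e1 averaged 11.4 ± 8.83 FPKM (SD, n = 3) at 3 months and 0.174 ± 0.185 at 6 months, and Osgin2, an oxidative stress-induced growth inhibitor family gene, 120 ± 84.7 and 13.7 ± 2.93. Htr1d averaged 5.06 ± 1.98 and 0.449 ± 0.35, and the transporter gene Slc35f6 9.43 ± 2.91 and 2.18 ± 0.172. The RNA-binding protein genes Qk and Taf15 averaged 9.8 ± 1.1 and 6.14 ± 0.773 FPKM at 3 months and 21.8 ± 1.95 and 21.2 ± 6.11 at 6 months, and the formin-binding protein gene Fnbp4 6.72 ± 2.29 and 18.4 ± 4.93. Snora30, a small nucleolar RNA, was listed at 0 in all 3-month libraries and at 219, 194 and 42 FPKM in 6-month WT. At an unadjusted p under 0.05 there were 833 genes, where chance gives 560, and values did not overlap for 15.7% of genes, where chance gives 10%.

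Camera with its preset correlation called 3 lists lower and 1 higher at 6 months in WT, none with an estimated correlation, and fry none (smallest adjusted p = 0.665). Integrated stress response targets were called lower (median -0.9, 32 of 34 members below 0, adjusted p = 5.31e-11; adjusted p = 0.789 with an estimated correlation). No member passed over all genes, and Cebpb and Eif4ebp1 passed when adjusted over the list alone. Cebpb averaged 263 ± 92.8 FPKM at 3 months and 73.8 ± 41 at 6 months, and Eif4ebp1 837 ± 313 and 364 ± 43.9. The asparagine synthetase gene Asns averaged 118 ± 88.1 and 22 ± 10.8, and the tRNA synthetase gene Cars 25 ± 19.4 and 6.09 ± 2.21. The median was -0.552 without 3-month WT library 1 and still called. The list scored 1.31, 0.502 and -0.26 in 3-month WT libraries 1, 2 and 3. At 6 months its scores in WT were -0.19, -0.216 and -0.894, so that the groups overlap. The endoplasmic reticulum list was called lower (median -0.52, 20 of 25 members below 0, adjusted p = 0.0325; adjusted p = 0.789 with an estimated correlation), with Xbp1 at 424 ± 268 and 98.5 ± 20.8 FPKM and Derl1, a degradation channel gene, at 49 ± 17.6 and 22.9 ± 1.11. Its call was lost without 3-month library 1 (median -0.5) or 2 (-0.388) or 6-month library 1 (-0.43), and with the other-cell marker score as covariate (-0.273). Cumulus expansion genes were called lower (median -0.58, 9 of 15 members below 0, adjusted p = 0.0394; adjusted p = 0.789 with an estimated correlation), with Tnfaip6 at 33 ± 21.4 and 4.02 ± 2.83 FPKM and Has2 at 9.09 ± 12.2 and 0.541 ± 0.261. Cebpb and Tnfaip6 passed when adjusted over that list alone, and none over all genes. Its call was lost without 3-month library 1 (median -0.517) or 2 (-0.171) or 6-month library 1 (-0.462) or 2 (-0.515), and the median was -0.965 without 6-month library 3. Surface epithelium markers were called higher (median 1.73, 7 of 9 members above 0, adjusted p = 0.0325; adjusted p = 0.789 with an estimated correlation). Upk1b was listed at 0 in every 3-month WT library and at 17.6, 0 and 18.8 FPKM at 6 months, and the keratin gene Krt8 averaged 83.8 ± 98.1 at 3 months and 17.5 ± 9.63 at 6 months. That call was lost without 3-month library 1 (median 1.89) or 3 (2.03) or 6-month library 1 (1.23) or 3 (1.32), and the median was 2.93 without 6-month library 2, where Upk1b passed. No endoplasmic reticulum or surface epithelium member passed over all genes or adjusted over the list alone. The blood and leukocyte score was 3.25 in 6-month WT library 3. Without the 3 libraries high in other-cell markers 1 gene and 6 lists were called, the surface epithelium list not among them. The gene count was 10 without 3-month WT library 3, with Sult1e1, Osgin2 and Xbp1 among them, and 2 without 6-month WT library 2. The 22 uncalled lists had adjusted p of 0.0703 or above.

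In KO cumulus cells limma called 2 genes of 11196 between 3 and 6 months. Snora65 was called lower, at 15.9, 22.3 and 48.4 FPKM in 3-month libraries and listed at 0 in all 6-month libraries (adjusted p = 0.000539). The next genes did not pass. The histone gene Hist1h4c averaged 5.19 ± 0.891 FPKM (SD, n = 3) at 3 months and 23.8 ± 7.03 at 6 months (log2 difference 1.97, SE 0.41). The p53 regulator gene Mdm4 averaged 4.89 ± 0.821 and 16.9 ± 7.39, and the cytoskeletal linker gene Macf1 2.74 ± 0.974 and 8.95 ± 0.601. Zbtb46, a zinc finger transcription factor, averaged 3.79 ± 1.19 and 0.329 ± 0.137 (log2 difference -1.82, SE 0.33, adjusted p = 0.373). The kinase gene Dyrk3 averaged 18.4 ± 7.84 and 3.75 ± 0.35, Kcnk1 10.9 ± 4.07 and 2.56 ± 1.01, and the endosomal sorting gene Vps37b 4.62 ± 0.71 and 0.758 ± 0.579. At an unadjusted p under 0.05 there were 726 genes, where chance gives 560, and values did not overlap for 12.8% of genes, where chance gives 10%.

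Camera with its preset correlation called 1 list higher and 5 lower with age in KO. It called none with an estimated correlation (smallest adjusted p = 0.317), and neither did fry (smallest 0.157). Mitochondrial proteostasis genes were called lower (median -0.36, 24 of 30 members below 0, adjusted p = 0.000261; adjusted p = 0.317 with an estimated correlation), whichever of the 6 libraries was left out. Hspd1 averaged 484 ± 14.3 FPKM at 3 months and 266 ± 70.9 at 6 months, and Dnaja3 19.3 ± 3.03 and 10.8 ± 2.11. The chaperone gene Trap1 averaged 78 ± 10.2 and 48.6 ± 4.93, and Clpx, which encodes the partner of ClpP, 39.5 ± 16.5 and 20.6 ± 8.83. The respiratory chain list was called higher (median 0.39, 64 of 76 members above 0, adjusted p = 3.08e-06; adjusted p = 0.984 with an estimated correlation). The complex III gene Uqcr11 averaged 1138 ± 298 and 2355 ± 762 FPKM, and the complex I genes Ndufa3 1229 ± 227 and 2372 ± 897, Ndufs8 364 ± 30 and 552 ± 96.2, and Ndufs1 78 ± 20.7 and 40.2 ± 7.65. Its median was 0.206 without 6-month library 3 and still called. Immediate-early genes were called lower (median -0.97, 24 of 26 members below 0, adjusted p = 3.08e-06; adjusted p = 0.317 with an estimated correlation), with Klf2 at 105 ± 20.7 and 34.3 ± 12.3 FPKM and the heat shock cognate gene Hspa8 at 2434 ± 815 and 1191 ± 245. Their median was -0.568 without 3-month library 2 and still called. Integrated stress response targets were called lower (median -0.32, 24 of 34 members below 0, adjusted p = 0.0281; adjusted p = 0.984 with an estimated correlation), with the tRNA synthetase genes Sars at 35.9 ± 5.59 and 20.2 ± 1.06 FPKM and Gars at 94.3 ± 23.9 and 47.5 ± 3.12. That call was lost without 3-month library 2 or 3 or 6-month library 1 or 2, with medians of -0.196, -0.275, -0.223 and -0.295. Proliferation genes were called lower (median -0.54, 29 of 36 members below 0, adjusted p = 0.00119; adjusted p = 0.984 with an estimated correlation), with Cdt1, a replication licensing gene, at 20.3 ± 10.2 and 7.65 ± 1.87 FPKM. Glycolysis genes were called lower (median -0.61, 19 of 20 members below 0, adjusted p = 0.00163; adjusted p = 0.984 with an estimated correlation), with Pgam1, a glycolytic mutase gene, at 620 ± 229 and 364 ± 168 FPKM. Proliferation scored -0.99 and -1.69 and glycolysis -0.91 and -1.18 in library 3 of the 3-month and 6-month KO groups, the libraries high in other-cell markers. Without 6-month library 3 their medians were 0.0893 and -0.114 and the calls were lost, as they were without 3-month library 1 (-0.356 and -0.158) and, for proliferation, 3-month library 2 (-0.256). Their medians were -1.16 and -1.12 without 3-month library 3 and -0.949 and -1.05 without 6-month library 2. No member of the 6 lists passed over all genes or adjusted over the list alone. Gsr, the glutathione reductase gene of the uncalled antioxidant list, passed when adjusted over its list alone, at 50.4 ± 6.45 and 21.1 ± 5.27 FPKM. Without the libraries high in other-cell markers 2 genes and 9 lists were called, and without 3-month library 3 alone 12 lists. The smallest adjusted p of the 20 uncalled lists was 0.0693.

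Across 11196 genes, which are not independent replicates, the genotype differences at 3 and 6 months had Pearson r = 0.303 and Spearman rho = 0.292, with the same sign in 60.9% of genes. Unchanged groups simulated with the same libraries gave r from -0.69 to 0.684 and the same sign in a median of 49.7% of genes (27.5% to 73.3%). Among genes with an unadjusted p under 0.05, 9 were higher and 6 lower in KO at both ages, where independent lists give 2.88 and 1.76, and Clpp was the single gene called at both. The correlation was 0.106 without 3-month KO library 3, 0.127 without 6-month KO library 3, and 0.139 without the 3 libraries high in other-cell markers.

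The genotype difference at 3 months and the age difference in WT had r = 0.421 and rho = 0.365. Both are measured from the 3-month WT libraries, and simulated unchanged groups against those libraries gave a median r of 0.538 (-0.25 to 0.913). The covariance was 0.137 against a simulated median of 0.142, a difference of -0.0053. No gene was called by limma in both. With 3 shared libraries, 2 separate sets of at least 2 could not be formed. Without 3-month WT library 3 r was 0.651.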

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

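The splits counted for genes, the covariate for the cumulus expansion list and the test of single libraries were chosen only after the results were seen.

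The test of the difference between the genotype effects at the 2 ages called 1 gene, and 8 lists with the preset correlation only. Snora65 had an interaction of -5.32 (adjusted p = 0.0131), with genotype differences of 0.307 at 3 months and -5.02 at 6 months, where the KO libraries are listed at 0, so that its fitted values depend on the pseudocount. Median interactions with their adjusted p were 0.345 (0.000148) for integrated stress response targets, 0.287 (4.49e-05) for the respiratory chain, -0.275 (0.0306) for cholesterol synthesis, 0.992 (0.00834) for cumulus expansion, -0.875 (0.0224) for surface epithelium, -0.545 (0.00834) for proliferation, 0.281 (0.0446) for the endoplasmic reticulum list and -1.43 (1.59e-09) for immediate-early genes. With an estimated correlation the adjusted p was 0.786 for cumulus expansion, 0.158 for immediate-early genes and 0.908 for each of the other 6 lists.

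Other splits of the same libraries bear on the counts. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For genes, 2 of 10 splits gave as many at 3 months (1 gene, highest other 1), 2 of 10 at 6 months (3, highest other 7), 2 of 10 in WT with age (1, highest other 1) and 3 of 10 in KO with age (2, highest other 27). The split with 27 genes sets 3-month KO libraries 1 and 3 and 6-month KO library 3 against the rest. Theca and stromal markers scored 0.00757, 2.87 and 3.48 in those libraries and -2.03, -1.36 and -0.359 in the rest. Endothelial and luteal scores also separated the sides. Blood and leukocyte scores overlapped, at -0.797, 2.03 and 2.94 against -2.05, -1.21 and 0.0398. Whether other-cell content accounts for the 27 genes was not tested. For lists, 9 of 10 splits gave as many at 3 months (8, highest other 15), 4 of 10 at 6 months (11, highest other 14), 10 of 10 in WT with age (4, highest other 15) and 7 of 10 in KO with age (6, highest other 14). The splits ignore library numbers, taken as pairing at 6 months and in KO with age. Other splits with 1 library of each number per side gave 9, 8 and 8 lists and 0 genes at 6 months, all below the true counts. The 14 lists and 7 genes there came from splits with both library 3s on 1 side. In KO with age, splits that kept the numbers apart gave 6, 2 and 10 lists and 0 genes, against 6 lists and 2 genes. They are too few for a share under 0.05. The pairing is uncertain, because both library 3s were high in other-cell markers and these splits keep them apart. Over both ages 17 of 100 splits gave as many genes (2, highest other 9) and 53 of 100 as many lists (10, highest other 16). In the interaction 40 of 100 gave as many genes (1, highest other 9) and 73 of 100 as many lists (8, highest other 17). For these 4 counts chance cannot be excluded, and the counts of lists called with the preset correlation are therefore no evidence by themselves of an effect of genotype or age.

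Markers of other ovarian cells were high in library 3 of the 3-month KO, 6-month WT and 6-month KO groups. Of pairs of gene and group in a second set of 25 tested leukocyte, stromal, theca and endothelial markers, 92% were highest in library 3, where chance gives 33.3%. Lower depth of those libraries is argued against by the set's median deviation of 2.63 log2. It lay at percentile 100 among 10000 matched random lists (-0.179 to 0.438). Small RNA taking up part of the FPKM would lower these markers, and its share was 0.26% in 6-month WT library 3. The median of 2.61 after median-ratio rescaling therefore could not decide on small RNA. Neither result adds weight to other cell types as the cause. Cells of theca, blood or other ovarian types among the 100 collected may account for the pattern, with Cyp11a1 at 5942 and 7989 FPKM in the 2 KO libraries, a gene that granulosa cells also express. Whether the follicles of these mice differed was not tested.

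The cumulus expansion list was called lower in KO than in WT at 3 months with the preset correlation (median -0.776, 10 of 15 members below 0, none passing over all genes). It was not called with an estimated correlation (adjusted p = 0.454) or by fry (0.278), so that the weighing below holds only for the preset test. A second set of 14 ovulatory response genes, 11 of them below 0, had a median of -0.603 (-0.926 to -0.333 without 1 library, camera p = 0.00221 preset and 0.0583 with an estimated correlation), so that a wider ovulatory response in the 3-month WT libraries is a candidate explanation, for 2 of the 3: the list scored 0.922, 1.03 and -0.043 in WT libraries and -0.467, -0.685 and 0.0786 in KO libraries, so that the groups overlap. Cells of other types as the whole cause are argued against by a median of -0.695 with the other-cell score as covariate (preset adjusted p = 0.000248), and a single library by a highest preset adjusted p of 0.00433 with 1 library left out (lowest 1.11e-05). Genotype, and the stage or time of collection, given as both 44 and 48 h, stay open and were not tested apart.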

How the results depend on the processing

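Chosen only after the results were seen were leaving out the 3 libraries high in other-cell markers (3-month KO 3, 6-month WT 3 and 6-month KO 3), the other-cell covariate, leaving out small RNA, the block within genotype, and leave-one-out for lists. The cause of the changes below was not tested, except that fewer libraries leave fewer degrees of freedom.

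Clpp was lower in KO under every setting run. At 3 months it was not called with a pseudocount of 0.1 (log2 difference -5.516) or without the filter (-5.03). The call was also lost with the replicate block (-5.03) and with only the 6 libraries compared (-5.03). Leaving out 1 library gave -5.559 to -4.629. At 6 months it was not called with only the 6 libraries (-5.247), and leaving out 1 library gave -5.834 to -4.809, called each time.

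The count of genes at 3 months was 0 with a pseudocount of 0.1, without the filter and with only the 6 libraries (1 as reported; limma, 761 genes at an unadjusted p under 0.05). At 6 months it was 1 without small RNA (3 as reported). In WT with age it was 2 with only the 6 libraries (1 as reported), and in KO 4 with only the 6 libraries and 1 without small RNA (2 as reported). Over both ages it was 1 with a pseudocount of 5, without the filter and without small RNA (2 as reported). In the interaction it was 0 under those same 3 settings (1 as reported; 224 genes at an unadjusted p under 0.05). Without 1 library in turn the counts ran from 0 to 10 at 3 months, 2 to 3 at 6 months, 1 to 10 in WT with age, 2 to 3 in KO with age, 1 to 6 over both ages and 0 to 4 in the interaction. Of the alternative counts of genes 40 moved by over 1.5 times and 90 did not.

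With the replicate block, the 3-month numbers correlated at 0.095, -0.019 and 0.21 and those of WT with age at 0.032, 0.03 and 0.28, so there the samples share only a number. Library 3 correlated best with library 3 in each, and libraries 1 and 2 did not each match their own number, as was also so where the numbers were taken as pairing. With the block the 3-month count was 0 and Clpp was at -5.03 (adjusted p = 0.132), and the count over both ages was 1, with Snora65 at an adjusted p of 0.0625 (0.000443 to 0.597 over its alternatives). Cumulus expansion genes in WT with age were not called with the block within genotype (median -0.581, adjusted p = 0.0554, 0.00336 to 0.789 over its alternatives). Snora15 and the integrated stress response list at 6 months also lost their calls, as given above. Among the named genes and called lists the block changed no other call. For lists not called, no result with the block is given. The planned block within age was not run for the age comparisons, in which it is nested, and a block by number within genotype replaced it.

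Camera with an estimated correlation called 0 lists and fry called 0 lists in each of the 6 comparisons, where the preset correlation called 8, 11, 4, 6, 10 and 8 (3 months, 6 months, age in WT, age in KO, both ages, interaction). Fry for changes in either direction called 3, 1, 0, 0, 1 and 0. A pseudocount of 0.1 gave 2 lists in WT with age, where surface epithelium (median 3.39) and cumulus expansion (-0.587) lost their calls, as did endothelial markers over both ages (0.973) and surface epithelium in the interaction (-1.09). With the other-cell score as covariate the calls lost were integrated stress response (-0.225) and endothelial (0.593) at 3 months, endoplasmic reticulum in WT with age (-0.273), glycolysis (-0.226), endothelial (0.328) and proliferation (-0.0712) over both ages, and endoplasmic reticulum in the interaction (0.246). Some lists kept their call and moved by over 1.5 times. With a pseudocount of 0.1 these were endothelial markers at 3 months (1.59), and oocyte (1.65) and surface epithelium markers (-1.81) at 6 months. With the covariate they were fatty acid oxidation at 3 months (0.277), and oocyte markers (0.465) and interferon genes (0.3) over both ages. Without the 3 libraries they were fatty acid oxidation (0.231), cholesterol synthesis (-0.887) and ribosomal proteins (-0.0591) at 6 months, cumulus expansion in WT with age (-0.965), fatty acid oxidation over both ages (0.179) and cholesterol synthesis in the interaction (-0.879). Median-ratio size factors ended no list call. Without 1 library the list counts ran from 6 to 9, 7 to 14, 3 to 6, 5 to 12, 4 to 11 and 5 to 11 in that order.

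Several list medians changed sign. Integrated stress response targets ran from -0.526 to 0.165 at 3 months and from -0.000235 to 0.44 at 6 months without 1 library, and stood at -0.111 at 6 months without the 3 libraries. At 6 months the ranges were -0.0609 to 1.86 for oocyte markers, -0.737 to 0.153 for proliferation and -0.852 to 0.124 for cholesterol synthesis. They were -0.18 to 0.0211 for ribosomal proteins, -0.0251 to 0.421 for antioxidant genes and 0.0818 to 0.947 for interferon genes, whose test direction turned. Proliferation ran from -1.16 to 0.0893 in KO with age. Over both ages proliferation ran from -0.477 to 0.0765 (0.239 without the 3 libraries) and ribosomal proteins from -0.203 to 0.0431, and interferon genes stood at -0.00471 without the 3 libraries. In the interaction the ranges were -0.805 to 0.209 for cholesterol synthesis, -0.0464 to 0.561 for the endoplasmic reticulum list, -1.1 to 0.207 for proliferation and -2.41 to 0.0268 for surface epithelium. H1foo at 6 months ran from -0.1144 to 3.166 and was called in none. Of the alternative results for single lists 473 kept their direction and side of the threshold, 231 lost their call and 15 reversed.

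Correlations of effects ran from 0.106 to 0.376 (3 against 6 months) and 0.302 to 0.651 (3-month genotype against age in WT) without 1 library. Depth limits what can be said of genes near 1 FPKM and of short RNAs, for which counts would be needed.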

Other observations

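The test of imprinted genes below was written before its result was seen, but Rian and Mest were chosen after their values were seen.

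Several members of lists that were not called are given as values, none passing over all genes (limma). In 3-month WT and KO libraries the p53 target Cdkn1a, a cell cycle inhibitor, averaged 56 ± 44.2 and 5.1 ± 3.9 FPKM (SD, n = 3), with WT libraries at 70.4, 91.2 and 6.34 (log2 difference -2.91, SE 0.88, adjusted p = 0.664). The p53 regulator gene Mdm2 averaged 32.8 ± 14.8 and 14.7 ± 3.27 and the death agonist gene Bid 5.64 ± 3.65 and 17.7 ± 6.73. The granulosa transcription factor genes Foxl2 and Nr5a1 averaged 2.61 ± 3.41 and 11.7 ± 1.8 in WT and 9.57 ± 5.89 and 24 ± 2.19 in KO, and the receptor gene Amhr2 43.5 ± 19.8 and 98 ± 44.9. Rgcc, a cell cycle regulator on the luteal list, averaged 2336 ± 1807 and 395 ± 168 (log2 difference -2.26, SE 0.61), and passed when adjusted over its list alone.

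At 3 months the medians of the 18 uncalled lists were 0.66 for theca and stromal, 0.52 for oocyte, 0.63 for blood and leukocyte, 0.24 for luteal, 0.12 for surface epithelium and -0.03 for granulosa and cumulus markers. They were 0.26 for interferon, -0.28 for glycolysis, 0.22 for steroidogenesis, 0.07 for mTOR, -0.08 for mitochondrial dynamics, -0.04 for cholesterol synthesis, 0.03 for the mitochondrial ribosome and for antioxidant genes, -0.02 for apoptosis and p53 targets, -0.04 for proliferation, -0.07 for ribosomal proteins and 0.08 for the genes next to Clpp. Median, mean and test differed in sign for the luteal, mTOR, mitochondrial dynamics, cholesterol, granulosa, mitochondrial ribosome, antioxidant and proliferation lists. At 6 months they differed for mitochondrial proteostasis (median 0.09, mean -0.033), genes next to Clpp and mitochondrial dynamics. With age they differed for interferon genes in WT and for apoptosis and cumulus expansion genes in KO. Over both ages they differed for the integrated stress response, immediate-early, mitochondrial dynamics, mTOR and Clpp-neighbour lists, and in the interaction for the mitochondrial dynamics and apoptosis lists.

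The first principal component held 37.4% of the variance and the second 13.8%. On the first, 3-month KO library 3, 6-month WT library 3 and 6-month KO library 3 stood at 61.8, 33.3 and 108, and the other 9 libraries from -39.2 to 4.49. Cyp11a1, a steroidogenic enzyme gene, stood at 2.46 to 724 FPKM in the libraries other than those 3, and Hsd17b1, an estradiol synthesis gene of granulosa cells, at 170, 623 and 196 in those 3 and 645 to 1256 in the others.

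The imprinted transcripts Rian and Mest did not pass in KO against WT over both ages (log2 differences -1.21, SE 0.29, and -1.08, SE 0.28, adjusted p = 0.783). It was asked whether imprinted genes were lower as a group. The other 23 imprinted genes tested had a median of -0.0101, with 13 below 0 (camera p = 0.276, and 0.263 with an estimated correlation), which does not bear out that hypothesis.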
